A study of Drosophila melanogaster with 64 samples (transcriptomic, total RNA). Its data were reported in "Regulation of gene expression and RNA editing in Drosophila adapting to divergent microclimates" (2017).

How the data were processed

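The data came from 32 isofemale lines of Drosophila melanogaster, each founded by a single female caught in Evolution Canyon, Israel. 16 lines came from the north-facing slope (NFS, line names beginning with N) and 16 from the south-facing slope (SFS, line names beginning with S). For each line, heads and whole bodies were profiled by RNA sequencing (RNA-seq), which gave 64 samples in 4 groups of 16. Each sample was a pool of 5 males aged 3 to 5 days, raised at 25 °C. Total RNA was depleted of ribosomal RNA before stranded, paired-end libraries were made. Because a pool of flies from 1 line made 1 sample, the unit of replication was the line, and the spread reported among lines holds genetic differences between lines as well as technical variation.

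The gene values are raw read counts per gene that the authors deposited, one table per sample with 16641 genes. The authors trimmed the ends of the reads, aligned them to the dm3 genome (BDGP release 5) with TopHat, allowing several mismatches per read, and counted reads per FlyBase gene with featureCounts. No normalization was applied to the deposited counts. Allowing mismatches reduces, without removing, the loss of reads from lines whose genome differs from the reference strain. Reads that fit more than 1 gene equally well cannot be traced in a table of counts, so values of near-identical genes are uncertain.

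The editing values exist for the 32 head samples. At sites of the RADAR database of known adenosine-to-inosine editing sites, the authors deposited the counts of A reads and G reads and the editing level, a fraction from 0 to 1 equal to G over A plus G, since inosine is read as guanosine. The authors aligned these reads to dm3 with BWA, removed duplicate reads and poorly mapped reads, and counted only bases of high quality. The deposited fraction differed from the ratio of the deposited counts by at most 0.0005, and levels were recomputed here from the counts. The authors also removed sites at which genome sequencing of the lines showed a variant. No genotypes were in the files analysed here, so that step could not be repeated, and a genomic A/G variant at a site would be read as an edited or unedited position.

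Gene symbols and gene positions were taken from the BDGP6 annotation, which is a later build than dm3. Of the 16641 genes, 15924 had a symbol and a position there. Positions of genes are therefore given in BDGP6 and positions of editing sites in dm3, as the files give them, and the builds were never mixed or converted.

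Groups were read from the sample titles, which give the slope letter, the line number and the tissue. The study divided the north-facing lines into genetic clusters. Those clusters are not in the sample labels, so all 16 NFS lines were compared with all 16 SFS lines throughout. Some NFS lines grouped with the SFS lines by genome, and the paper proposes that they are migrants from the SFS. They count as NFS lines here. 15 line numbers occur on both slopes. The labels thus allow lines to be paired by number, and whether the pairing holds in the values was checked by correlating deviations from the group means.

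Slope differences were tested within each tissue with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr low-count filter, slope as the only term, and Benjamini-Hochberg adjustment (threshold 0.05). Log2 fold changes are SFS over NFS. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The test of whether the slope difference differs between tissues, and the test of whole bodies against heads, used all 64 samples in one model of 4 groups. CPM denotes counts scaled by edgeR to a common library size after normalization, and log2 CPM values used a prior count of 2. Alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1) with and without sample weights, RLE normalization, no low-count filter, a block for the line number or the line, the log2 total count as a covariate, and a minimum absolute log2 fold change of 1.

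Editing differences were tested site by site with a beta-binomial likelihood ratio test with one dispersion per site, on lines with a coverage of at least 5 reads at the site, for sites with at least 3 such lines per slope and at least 1 edited read. The resulting p-values were adjusted by the Benjamini-Hochberg method. This is the form of test the authors describe, except that they used q-values. Alternatives changed the coverage minimum, the number of lines, the exclusion of sites whose levels resemble a genomic variant, the test, and the block. The mean editing level of a line is the mean over sites with at least 20 reads in every line, of which there were 448.

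Values that are single numbers per line were compared by permutation tests with 100000 resamples in Python 3.11.15 (scipy 1.17.1), exact where all arrangements could be listed. They were the mean editing level, the mean log2 CPM of the glutathione S-transferase (Gst) genes and of the Turandot (Tot) genes, and the Euclidean distance of each line to the centroid of its slope. Correlations across lines were given as Pearson's r and Spearman's rho with permutation p-values.

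Genes were named by a rule fixed before the files arrived. For each tissue the rule took the 4 genes with the smallest p-values in each direction among those past the threshold, and for the other gene comparisons the 3 in each direction. Adar, prom, flfl, TotX and TotA were named whatever their p-values. For editing, the 5 sites with the smallest p-values in each direction were taken, plus 4 fixed sites in the prominin and falafel transcripts.

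The gene test was tested on simulated counts drawn with the means, library sizes and dispersions of the head samples. Of 200 genes changed by 1 on the log2 scale, edgeR recovered 94.5%, and 6.9% of its calls were false. The editing test was tested on simulated reads with the real coverages. Of 200 sites changed by 0.3 in level, 74.5% were recovered, and 5.1% of the calls were false. Every simulated site had a base level of 0.3, the same spread among lines, and independent lines. These rates therefore do not cover sites near the ends of the scale, sites with lines at both ends, or related lines.

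No pair of samples had identical counts. The correlation of log2 CPM between samples of one group ranged from 0.9711 to 0.9951, and every sample was kept as a separate replicate. Total counts ranged from 2972287 to 8659096 in heads and from 4474789 to 9396994 in whole bodies. At these depths 3 counts, taken as the smallest signal a sample can show, correspond to 0.35 to 1.01 CPM in heads and 0.32 to 0.67 CPM in whole bodies.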

Results

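RNA-seq of heads and whole bodies was collected from 32 isofemale fly lines, 16 from the NFS and 16 from the SFS of Evolution Canyon, a valley whose slopes differ in sunlight and temperature. Each line contributed 1 head sample and 1 whole-body sample, so each of the 4 groups held 16 samples. The head libraries fell into separate sets by depth. 16 of them had total counts between 6846873 and 8659096, and the other 16 had between 2972287 and 4181356. Each set held 8 NFS and 8 SFS lines, so depth and slope were not confounded. The median total count in heads was 5647610.5 for the NFS lines and 5272709.5 for the SFS lines. Whole-body totals formed no such sets, with medians of 6084064 for the NFS and 6125553 for the SFS. Between 11399 and 12476 genes were detected per head sample and between 14349 and 14904 per whole-body sample. In heads, the median coverage of listed editing sites was 14 to 20 reads in the deeper libraries and 7 to 9 reads in the shallower ones, so a level at a single site in a single line is imprecise, more so in the shallower set.

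Principal component analysis (PCA) of log2 CPM was used to see how the lines arrange themselves before any test. In heads, the first component held 13.5% of the variance and the second 9.0%, over 9498 genes. On the first component the NFS lines ran from -16.2 to 33.2 and the SFS lines from -9.3 to 10.8, with no difference in mean between slopes (permutation p = 0.3458). On the second component the NFS lines averaged 8.8 ± 9.0 (SD, n = 16) and the SFS lines -8.8 ± 3.9 (SD, n = 16). That difference had a permutation p of 2e-05, the smallest that 100000 resamples can give, and 0.00012 after adjustment for the 6 components tested in the 2 tissues. It held within depth sets, with a difference of -13.1 in the deeper libraries (exact permutation p = 0.001399) and -21.9 in the shallower ones (exact permutation p = 0.0001554, the smallest that 8 lines against 8 allow). N13, N14 and N15 were the only NFS lines with negative scores there, at -5.05, -7.43 and -6.72, inside the SFS range. In whole bodies the first components held 14.2% and 10.2% of the variance over 12333 genes, and neither separated the slopes (adjusted p = 0.7207 and 0.4918). NFS lines were more dispersed than SFS lines along the second whole-body component, with scores from -22.3 to 24.3 against -11.7 to 6.4.

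**Figure D1:**
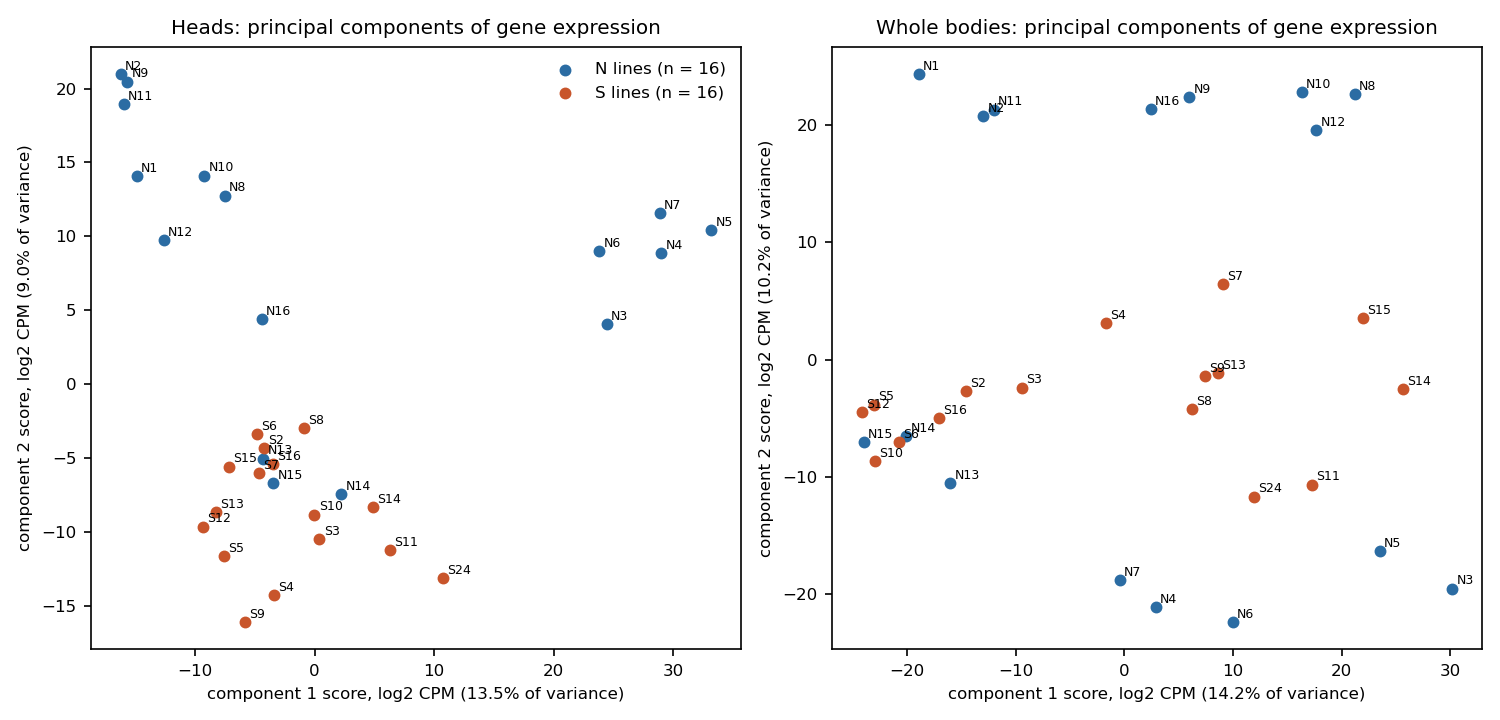
Scores of the 32 lines on the first 2 principal components of log2 CPM in heads (left) and whole bodies (right), each point a line and each colour a slope. In heads the SFS lines lie between -16.1 and -3.0 on component 2, while 13 NFS lines lie above 0 there. In whole bodies the NFS lines lie at both ends of component 2.

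The comparison of slopes in heads asked which genes differ in expression between flies from the opposing slopes when all are raised alike. Of 9498 genes tested, 72 differed at an adjusted p under 0.05 (edgeR quasi-likelihood test), 26 with higher and 46 with lower expression in the SFS lines. Median log2 fold changes were 0.5893 among the former and -0.9954 among the latter. Of the genes with the smallest p-values, CG4752 (FBgn0034733, 2R from 22478379 to 22483054, plus strand, BDGP6) rose from 29.54 ± 7.132 CPM (SD, n = 16) in the NFS to 50.96 ± 17.24 CPM (SD, n = 16) in the SFS, a log2 fold change of 0.7834 (standard error 0.1355, adjusted p = 0.008132). All 16 SFS lines lay above the NFS median. Lsd-1 (FBgn0039114, 3R from 23763857 to 23766662) and CG7997 (FBgn0034117, 2R from 16341251 to 16344182) were also higher in the SFS, by 0.7234 (standard error 0.1347) and 0.6748 (standard error 0.1258) on the log2 scale, and 15 and 16 of the SFS lines exceeded the NFS median. SdhAL (FBgn0036222, 3L from 11922610 to 11924757) was higher in the SFS by 1.423 (standard error 0.2593) but was barely expressed, at 1.376 ± 0.5031 CPM in the NFS and 3.791 ± 2.143 CPM in the SFS (SD, n = 16 each), close to the detection limit of the shallower libraries.

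Lower expression in the SFS heads was most clear for Ugt317A1 (FBgn0040091, 2R from 22641786 to 22643917, minus strand), at 13.18 ± 1.961 CPM in the NFS and 7.621 ± 3.036 CPM in the SFS (SD, n = 16 each). Its log2 fold change was -0.8201 (standard error 0.1416, edgeR adjusted p = 0.008132), and no SFS line reached the NFS median. Crys (FBgn0005664, 2L from 11944129 to 11947131, plus strand) fell from 173.9 ± 96.02 CPM to 47.43 ± 30.82 CPM (SD, n = 16 each), with a log2 fold change of -1.858 (standard error 0.3545) and again no SFS line above the NFS median. For reb (FBgn0033667, 2R from 11904323 to 11912779) the log2 fold change was -1.228 (standard error 0.2251) and for FBgn0039255, which has neither a symbol nor a position in BDGP6, it was -1.768 (standard error 0.3364). Both were expressed at under 5 CPM on average.

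The labels give the same line numbers to both slopes, and a fit that took the number as a replicate block was run beside the main fit. With that block, 9 genes passed the threshold in heads in place of 72. Deviations of NFS and SFS lines with the same number had a mean correlation of -0.0008563 over 15 pairs, against 0.0001516 over 241 pairs with different numbers, so a shared number carried no shared deviation. Fitting the depth set as a covariate gave 72 genes, while fits within the deeper and the shallower libraries alone, each with 8 lines per slope, gave 1 and 0 genes. The alternative that moved the count most upward was DESeq2, the tool of the original analysis, with 230 genes.

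In whole bodies, 40 of 12333 genes differed between slopes (edgeR adjusted p under 0.05), 17 higher and 23 lower in the SFS. CG34166 (FBgn0085195, 2L from 14743193 to 14743879, plus strand) was expressed at 337.5 ± 133.2 CPM in the NFS and 682.5 ± 241 CPM in the SFS (SD, n = 16 each). Its log2 fold change was 1.016 (standard error 0.1811, edgeR adjusted p = 0.01447), with 16 of 16 SFS lines above the NFS median. CG13795 (FBgn0031937, 2L from 7723045 to 7726298) and Cftr (FBgn0039207, 3R from 24536204 to 24543914) were higher by 0.6016 (standard error 0.1147) and 0.3698 (standard error 0.07522). GstD8 (FBgn0010044, 3R from 12380008 to 12380815), in a cluster of similar glutathione S-transferase genes among which reads can be shared, was higher by 1.246 (standard error 0.2536) at 2.032 ± 1.259 CPM in the NFS and 4.799 ± 2.235 CPM in the SFS (SD, n = 16 each).

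The smallest p-value in whole bodies belonged to CG14314 (FBgn0038581, 3R from 18216142 to 18218014, plus strand), which fell from 25.71 ± 11.47 CPM to 12.32 ± 2.211 CPM (SD, n = 16 each). Its log2 fold change was -1.06 (standard error 0.1727, edgeR adjusted p = 0.007475), and the NFS lines spread widely, from 11.71 to 47.37 CPM. Cbs (FBgn0031148, X from 21045138 to 21049096) fell by 1.304 on the log2 scale (standard error 0.2497), also with a wide NFS range of 16.25 to 96.79 CPM. Crys was lower in whole bodies too, with a log2 fold change of -1.317 (standard error 0.2362), and Cpr67B (FBgn0035985, 3L from 9404797 to 9406174) had one of -0.4214 (standard error 0.08062). No SFS line exceeded the NFS median for any of these 4 genes. When the line number entered as a replicate block, 0 genes remained. The mean correlation of deviations was -0.07693 for same-number pairs and 0.004843 for the rest, so the numbers did not pair whole-body samples either. The count rose to 106 with DESeq2.

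**Figure D2:**
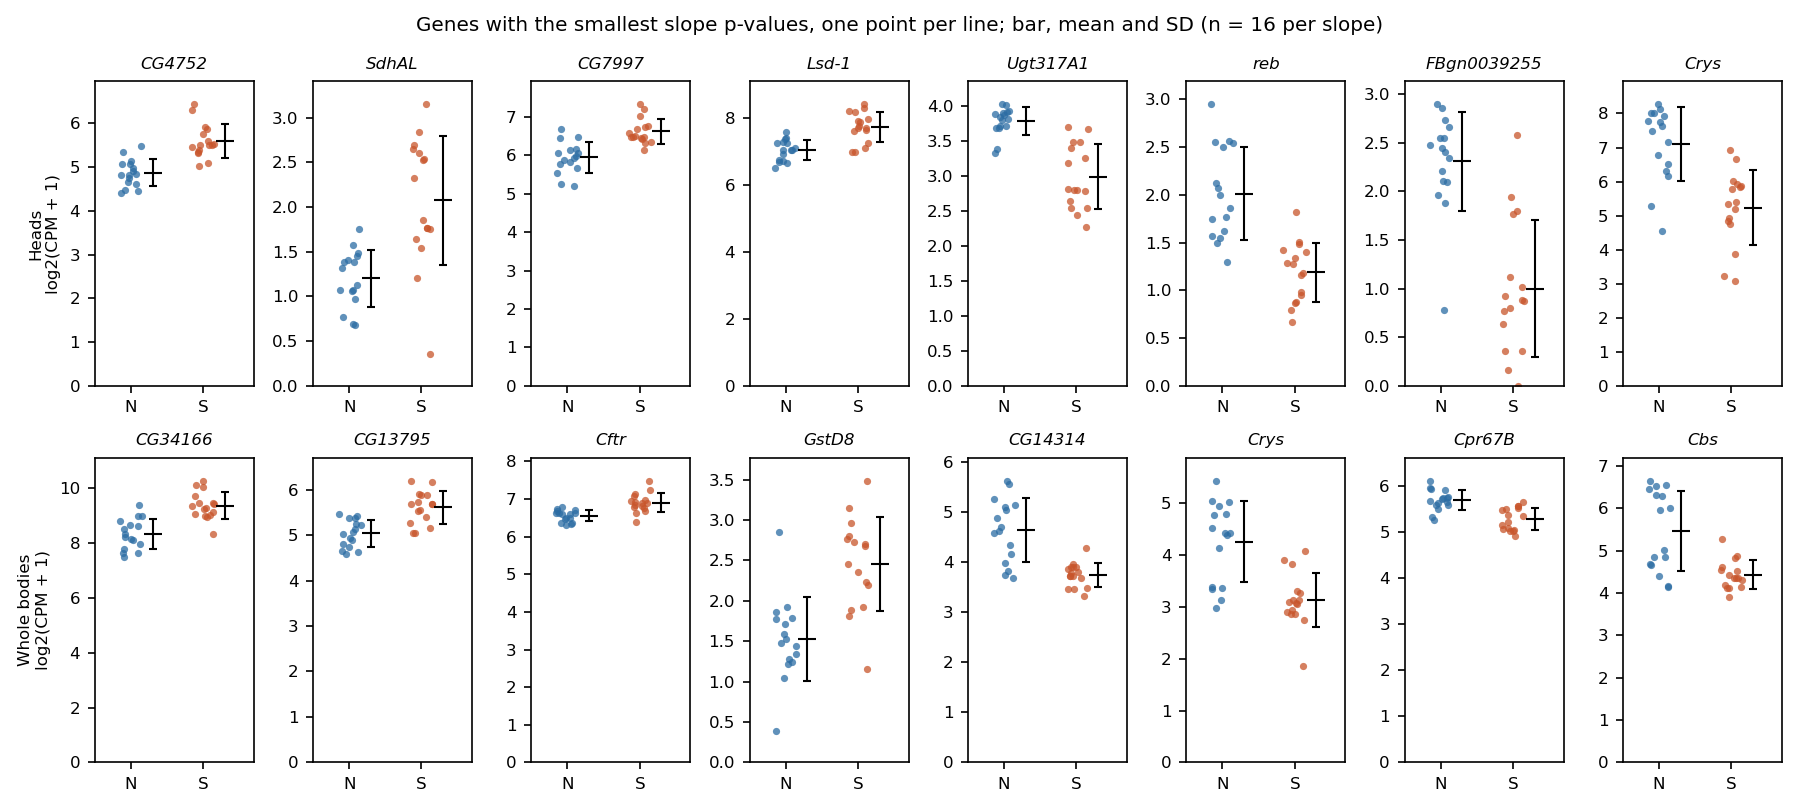
Expression of the genes with the smallest slope p-values in heads (upper row) and whole bodies (lower row), as log2(CPM + 1) with one point per line and the mean and SD of 16 lines per slope. Ugt317A1 and Crys in heads, and CG14314 in whole bodies, show every SFS line under the NFS median, and NFS lines spread more widely than SFS lines for CG14314 and Cbs.

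9229 genes were tested in both tissues. 9 of them passed the threshold in both, where 0.1803 would overlap by chance (Fisher's exact p = 5.889e-14), and all 9 changed in the same direction. They were Crys, Cbs, Cyp6a17, Cpr67B, CG13606 and lncRNA:CR43651, which were lower in the SFS, and CG13795, Cftr and FBgn0000099, which were higher. Of 64 head genes past the threshold that were tested in whole bodies, 57 kept their direction there, and of 26 whole-body genes tested in heads, 23 did. Across genes, log2 fold changes in the tissues had a Pearson r of 0.4906. Genes are not independent replicates, and whole bodies include the head.

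Whether the slope difference itself differed between tissues was tested by the interaction contrast over all 64 samples. 47 of 12699 genes passed the threshold (edgeR adjusted p under 0.05). For 31 of them the SFS minus NFS difference was more positive in whole bodies than in heads, and for 16 it was more negative. Tengl1 (FBgn0051682, 2L from 2239414 to 2240593, minus strand) averaged 27.11 ± 28.74 CPM in NFS heads and 0.1615 ± 0.2982 CPM in SFS heads, but 47.33 ± 13.61 and 33.7 ± 5.248 CPM in the corresponding whole bodies (SD, n = 16 each). Its interaction was 6.408 on the log2 scale (standard error 0.9864, adjusted p = 8.825e-05). Its neighbour Tengl3 (FBgn0051679, 2L from 2237076 to 2238251) had an interaction of 6.599 (standard error 1.025). The NFS head values were not spread evenly. Tengl1 lay between 42.1 and 68.1 CPM in the heads of lines N1, N2, N8, N9, N10, N11, N12 and N16, and at 0.1 CPM or less in the other NFS heads. hiro (FBgn0035154, 3L from 685942 to 687958), at 4.573 ± 4.752 CPM in NFS heads and 0.2019 ± 0.2056 CPM in SFS heads (SD, n = 16 each), had an interaction of 4.151 (standard error 0.598). In whole bodies it did not differ, at 53.82 ± 9.823 and 53.34 ± 12.91 CPM.

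Among genes with the opposite sign, CG14314 had the smallest p-value, with an interaction of -1.074 (standard error 0.1865, edgeR adjusted p = 0.0004602). It was level in heads, at 21.17 ± 2.993 and 21.18 ± 2.413 CPM, and differed only in whole bodies. SdhAL (-1.415, standard error 0.2487) differed in heads and not in whole bodies, where it was at 35.93 ± 7.951 and 35.68 ± 4.742 CPM. Hsc70-2 (FBgn0001217, 3R from 13044759 to 13047388) had an interaction of -4.591 (standard error 0.8513). It averaged 4.842 ± 9.019 CPM in SFS heads, where single lines ranged from 0 to 34.21 CPM, and 0.1485 ± 0.2232 CPM in NFS heads, which is under the smallest signal these libraries can show. Head and whole-body samples of one line deviated together, with a mean correlation of 0.2334 over 32 pairs against -0.007496 over 992 pairs of different lines, so here the pairing taken from the labels holds in the values. With the line as a replicate block, the interaction count was 11, the lowest of all settings, and DESeq2 gave the highest, 114.

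**Figure D3:**
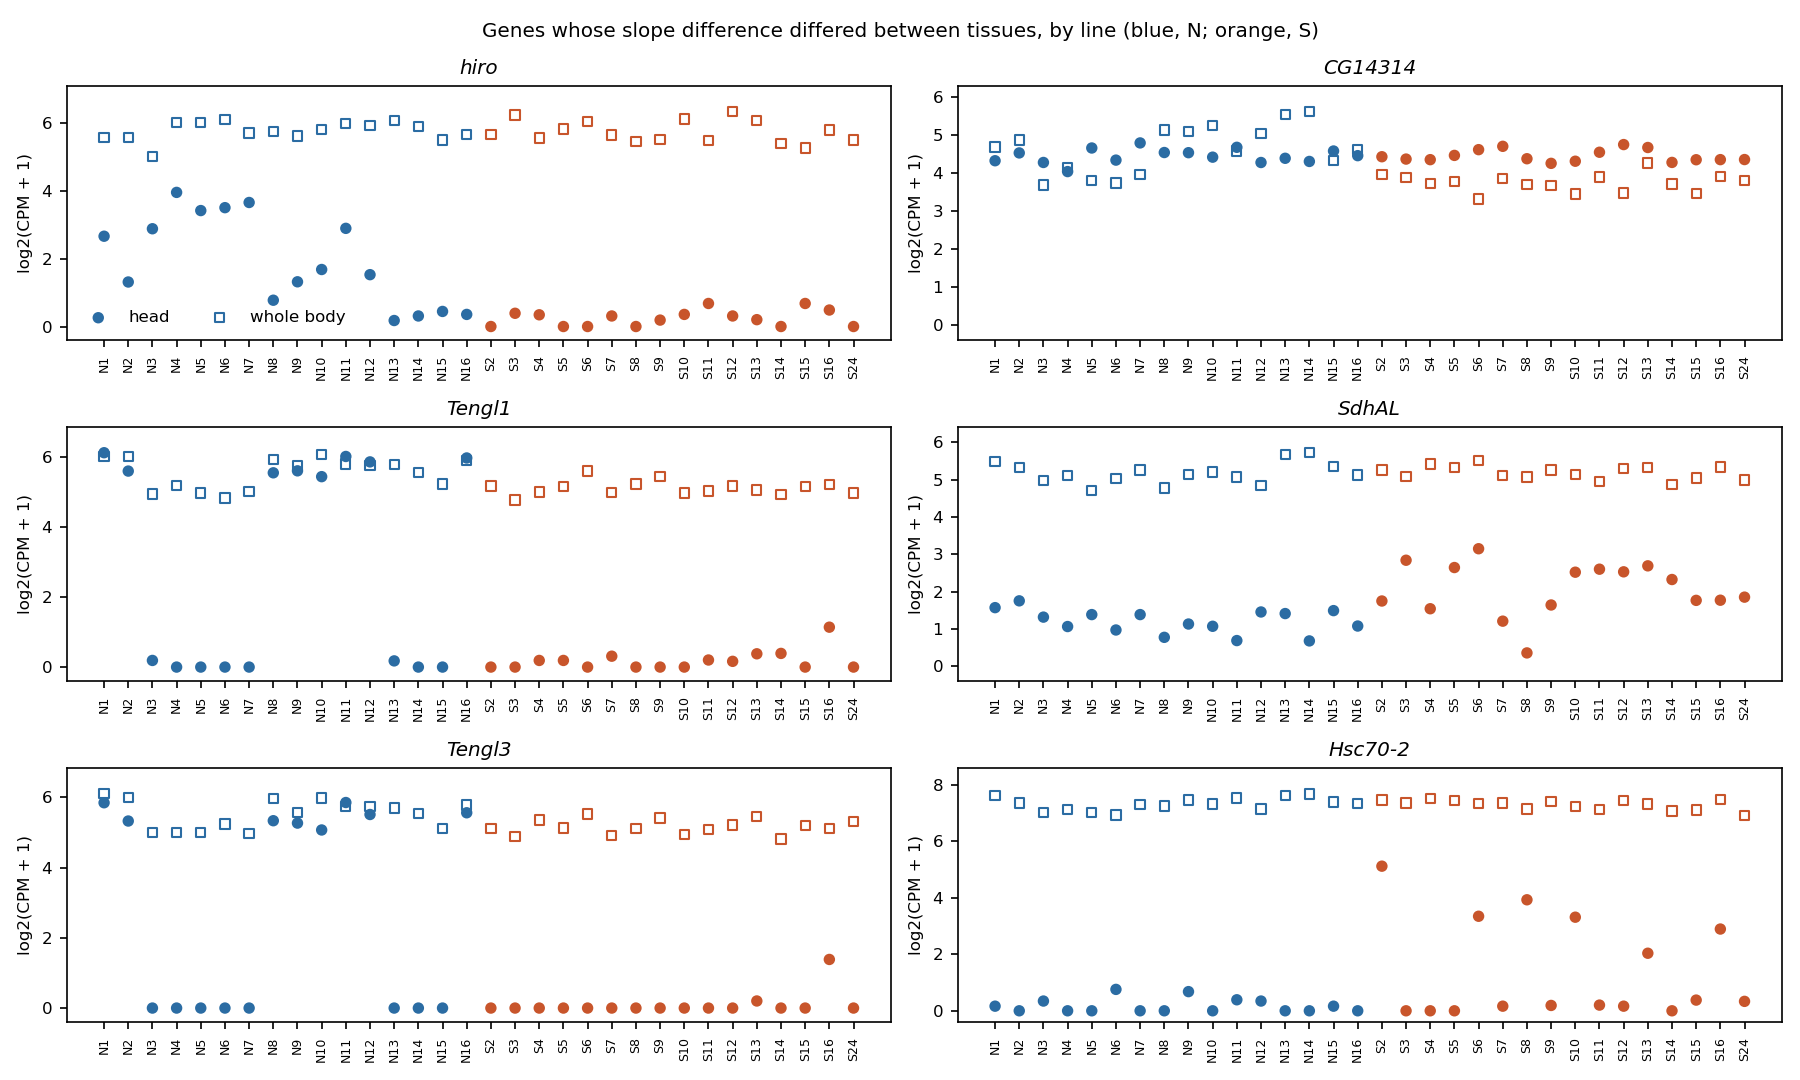
Expression as log2(CPM + 1) in each of the 32 lines for the 6 named interaction genes, with filled circles for heads and open squares for whole bodies. Tengl1 and Tengl3 are close to whole-body levels in the heads of 8 NFS lines and near 0 in the remaining heads, and Hsc70-2 is raised in the heads of only some SFS lines.

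Heads and whole bodies differed in most genes, which serves as a measure of what the assay can resolve. 11431 of 12699 genes passed the threshold (edgeR), 6774 higher in whole bodies and 4657 higher in heads. The smallest p-values belonged to genes nearly absent from heads. CG31740 (FBgn0051740, 2L from 18008953 to 18009694) was at 497.1 ± 65.16 CPM in NFS whole bodies and 0.008332 ± 0.03333 CPM in NFS heads (SD, n = 16 each), a log2 difference of 13.9 (standard error 0.09709). CG5089 (FBgn0034144, 2R from 16598748 to 16600411) and CG12699 (FBgn0046294, 2R from 17246530 to 17247383) differed by 13.85 (standard error 0.09743) and 14.12 (standard error 0.1056). In the other direction, the photoreceptor gene ninaC (FBgn0002938, 2L from 7377702 to 7384344) had a log2 difference of -3.1 (standard error 0.04026), with 3344 ± 215.9 CPM in NFS heads and 384 ± 39.34 CPM in NFS whole bodies (SD, n = 16 each). stnA (FBgn0016976) and stnB (FBgn0016975), both annotated from 22980722 to 23004648 on X, had identical values, with a log2 difference of -2.866 (standard error 0.03837). The counting did not tell these genes apart, so they are 1 measurement. With the line as a replicate block the count was 11572, and without the low-count filter it was 13474.

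Among the genes fixed in advance, Adar, which encodes the editing enzyme (FBgn0026086, X from 1773725 to 1788065), was at 329.9 ± 47.18 CPM in NFS heads and 337.5 ± 51.01 CPM in SFS heads (SD, n = 16 each). The log2 fold change of 0.03285 (standard error 0.07144, edgeR adjusted p = 0.9341) was smaller than its error. prom (FBgn0259210, 2R from 24415410 to 24428387) and flfl (FBgn0024555, 3R from 13683921 to 13693905), whose transcripts carry edited sites, had head log2 fold changes of -0.01273 (standard error 0.06162) and 0.0002484 (standard error 0.03579). In whole bodies none of these genes passed the threshold either (adjusted p = 0.9654 for Adar, 0.9998 for prom and 0.9408 for flfl). With the line number as a replicate block, which the values did not bear out as a pairing, the Adar log2 fold change was 0.06291 in heads and -0.09311 in whole bodies. TotX (FBgn0044810, 3R from 20904917 to 20905518) rose in whole bodies from 7.472 ± 10.3 to 19.34 ± 29.13 CPM (SD, n = 16 each), with a log2 fold change of 1.341 (standard error 0.5886, edgeR adjusted p = 0.5176). The replicate block moved it to 1.161 (standard error 0.4772). 14 of 16 SFS lines were above the NFS median, but the spread among lines was as large as the means. TotA (FBgn0028396, 3R from 20871036 to 20871700) had log2 fold changes of 0.6174 (standard error 0.4569) in whole bodies and -1.341 (standard error 0.5035, edgeR adjusted p = 0.2466) in heads, and neither passed the threshold. Sample weights in limma-voom turned the whole-body TotA value to -0.0583.

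The glutathione S-transferases, which detoxify foreign compounds, and the Turandot genes, which respond to stress, were examined as families because the study set them out. In whole bodies the 33 Gst genes kept by the filter averaged 4.313 ± 0.1597 log2 CPM in the NFS lines and 4.593 ± 0.2442 log2 CPM in the SFS lines (SD, n = 16 each). The difference of 0.2809 (standard error 0.07295) had a permutation p of 0.00044, or 0.00264 after adjustment for the 6 values compared in this way. 27 of the 33 genes were higher in the SFS, and 1 passed the threshold singly. When lines were paired by number as a replicate block, the difference was 0.2552 (p = 0.007935). In heads the 27 Gst genes kept averaged 4.327 ± 0.1693 and 4.394 ± 0.2721 log2 CPM (SD, n = 16 each), and the difference of 0.06662 was smaller than its standard error of 0.08013 (permutation p = 0.411, adjusted p = 0.411). Within the deeper head libraries it was -0.09786 (exact permutation p = 0.3382) and within the shallower ones 0.2311 (exact permutation p = 0.04009), so the depth sets did not give the same direction. Taking the median over genes in place of the mean gave 0.2511 (p = 0.02078). The replicate block gave 0.02392 (p = 0.736). In heads 19 of the 27 genes were higher in the SFS, and 1 passed the threshold singly (edgeR adjusted p = 0.04936). For the 4 Turandot genes kept in whole bodies (TotA, TotC, TotM and TotX), the SFS lines averaged 3.512 ± 1.362 log2 CPM and the NFS lines 3.03 ± 0.7133 log2 CPM (SD, n = 16 each). All 4 genes had positive log2 fold changes, but the difference of 0.4812 (standard error 0.3845) did not pass the test (permutation p = 0.2253, adjusted p = 0.2704). It was largest with the median over genes, 0.6121 (p = 0.1679), and was 0.4417 (p = 0.3129) with the replicate block.

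Whether lines of one slope vary more than those of the other was tested by their distances to a centroid, which over all kept genes did not differ past the test in either tissue. The distance of a line to the centroid of its slope, over log2 CPM of all kept genes, averaged 35.71 ± 2.958 in NFS heads and 37.26 ± 3.159 in SFS heads (SD, n = 16 each, permutation p = 0.1635, adjusted p = 0.2704). In whole bodies it averaged 43.46 ± 5.77 and 45.71 ± 3.987 (SD, n = 16 each, permutation p = 0.2076, adjusted p = 0.2704). Restricting the whole-body distance to the 1000 most variable genes gave a difference of 3.005 (p = 0.04928), and a prior count of 0.5 in heads gave 2.127 (p = 0.09458). Head distances were 0.9147 apart within the deeper libraries (exact permutation p = 0.5246) and 2.172 apart within the shallower ones (exact permutation p = 0.1273).

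Editing levels in heads were next compared to find sites edited differently between slopes. Of 3582 sites that met the coverage requirement, 8 passed the threshold (Benjamini-Hochberg adjusted p under 0.05), 5 with a higher and 3 with a lower level in the SFS. The site with the smallest p-value lies on chromosome 3R at position 20134351 (dm3), with a level of 0.07937 ± 0.2178 in 15 NFS lines and 0.6988 ± 0.3424 in 16 SFS lines (SD). The difference was 0.6194 (standard error 0.1024, adjusted p = 0.003521), at a median coverage of 16 reads per line. The other sites with higher SFS levels were 3R 24244134 (difference 0.4512), 3R 15488105 (0.7612), X 8818719 (0.1932) and 3R 8830472 (0.3831). Those with lower SFS levels were 3L 9967837 (difference -0.2476), 3L 2080891 (-0.5808) and 3R 15740429 (-0.5645). Each of these 7 sites had an adjusted p of 0.04957. At 3L 9967837 no edited read was seen among 392 reads over 16 SFS lines, where the smallest level that depth can show is 0.00765, and NFS lines ranged from 0 to 0.8571. At 3R 15740429, the deepest of the 8 with a median coverage of 111 reads, levels ran from 0 to 1 among lines. At 6 of the 8 sites at least 1 line was at 0.95 or above and at least 1 at 0.05 or below. The X site was an exception, with 0.09112 ± 0.1034 in 15 NFS lines and 0.2843 ± 0.1131 in 14 SFS lines (SD). The files give no gene for these positions. The paper places X 8818719 in an intron of retinal degeneration A, and reports it as edited differently between a cluster of NFS lines and the SFS.

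Sites in prominin, a membrane protein gene of photoreceptors, and falafel were reported whatever their p-values. At the prominin site with the lower dm3 coordinate on 2R the level was 0.4573 ± 0.2886 in 14 NFS lines and 0.7545 ± 0.1966 in 14 SFS lines (SD). The difference of 0.2973 (standard error 0.09334) had a raw p of 0.002176 and an adjusted p of 0.1604 (beta-binomial test), at a median coverage of 13.5 reads. At the other prominin site the levels were 0.5869 ± 0.1534 in 14 NFS lines and 0.7181 ± 0.1927 in 15 SFS lines (SD), with a raw p of 0.02958 and an adjusted p of 0.4509. The falafel sites, adjacent positions on 3R, differed by -0.09542 (standard error 0.07927) and 0.07335 (standard error 0.05596), with adjusted p-values of 0.7257 and 0.7658. With 12 to 15 covered lines per slope and a median of 12 to 15 reads, none of these differences was detectable after adjustment. The paper does report the prominin site with the lower coordinate as edited differently between NFS1 and the SFS. That held in the head RNA-seq and in targeted sequencing of whole bodies. Here the NFS clusters were pooled, and NFS levels at that site ran from 0 in N10 to 0.824 in N14.

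The count of differently edited sites depended strongly on how sites were chosen. It was 1 at a coverage of at least 10 and 0 at a coverage of at least 20, where fewer sites and lines remain. Limma on arcsine square-root levels gave 8 sites without a block and 1 with the line number as a replicate block, numbers which did not pair the head samples in their expression. Leaving out the sites with a line at 0.95 or above gave 0. Within the deeper libraries 0 sites passed, and within the shallower libraries 4 did.

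**Figure D4:**
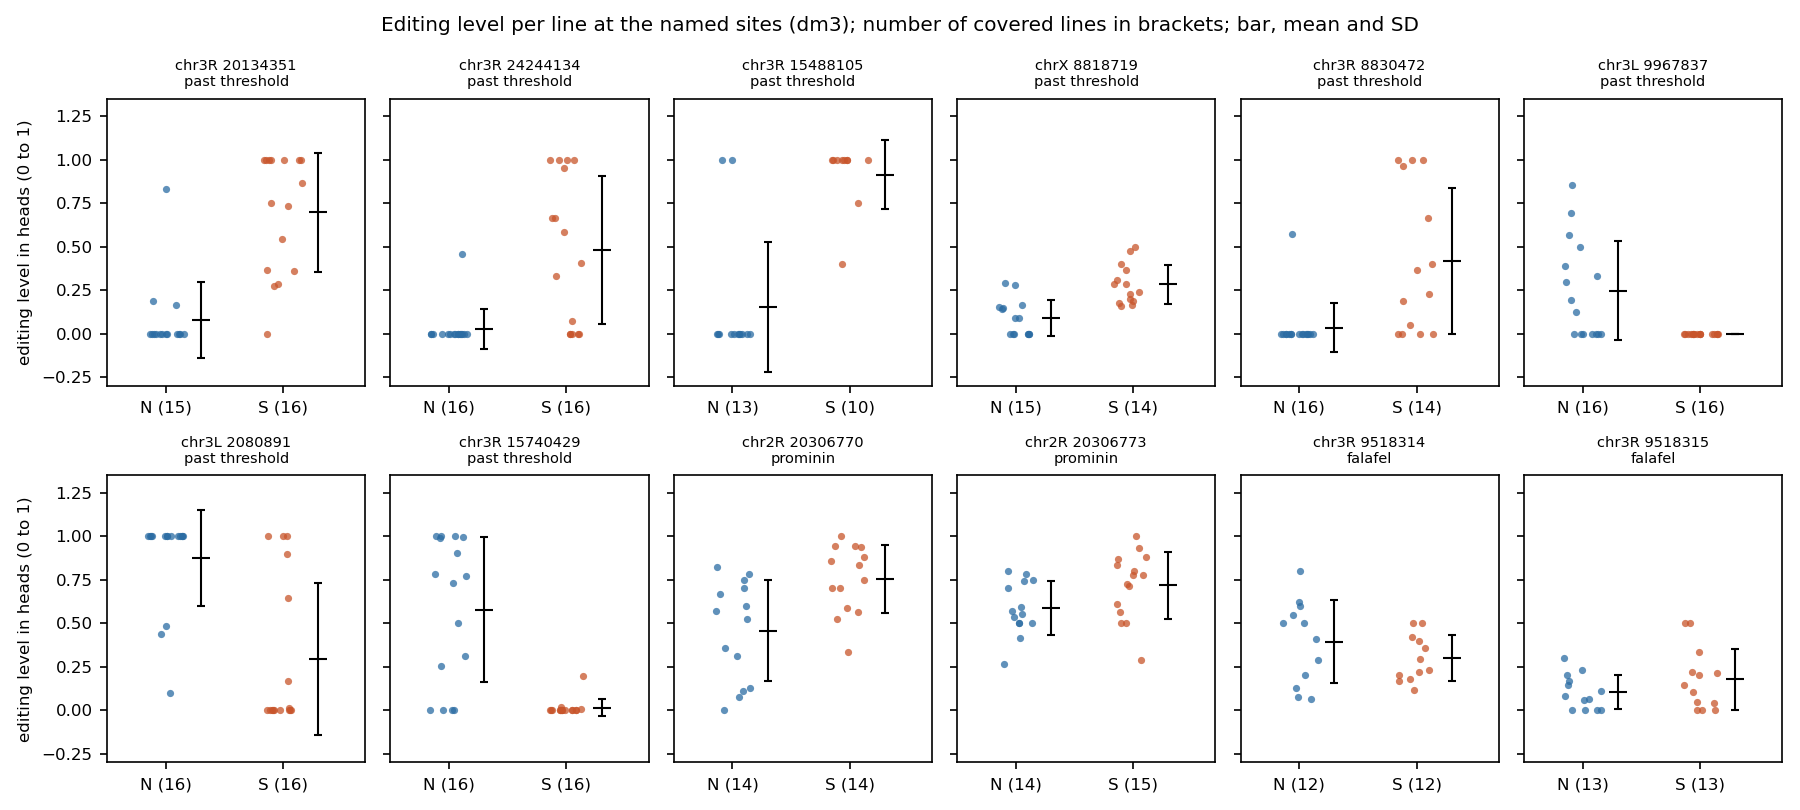
Editing level in heads at the 12 named sites, one point per line with coverage of at least 5 reads, with the mean and SD per slope. At 6 of the 8 sites past the threshold the levels reach both 0.05 or less and 0.95 or more, whereas X 8818719 stays at 0.5 or under and the falafel sites at 0.8 or under.

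The mean editing level over 448 sites covered by at least 20 reads in every line was 0.1715 ± 0.004007 in the NFS and 0.1772 ± 0.006231 in the SFS (SD, n = 16 each). The difference of 0.005704 (standard error 0.001852) had a permutation p of 0.00414 and an adjusted p of 0.01242. Pairing by line number as a replicate block gave 0.005603 (p = 0.007324). Within depth sets the difference was 0.006225 (exact permutation p = 0.009479) in the deeper and 0.005183 (exact permutation p = 0.1136) in the shallower libraries. It was most reduced when the sites that ran from 0.05 or less to 0.95 or more among lines were left out, an alternative chosen after seeing the data. The 410 remaining sites gave 0.1541 ± 0.004569 and 0.1564 ± 0.003443 (SD, n = 16 each), a difference of 0.002245 (permutation p = 0.1273).

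Adar expression and the mean editing level were compared across the 32 head samples. Pearson's r was -0.3026 (permutation p = 0.09209) and Spearman's rho -0.4219 (p = 0.01662). After adjustment over the 8 versions computed, the p of r was 0.2226. Without the 2 lines farthest from the median Adar expression, r was -0.4494 (p = 0.01281). Within the NFS lines it was -0.6942 (p = 0.00296, adjusted p = 0.02368), with a rho of -0.6176 (p = 0.01298), and within the SFS lines it was -0.2133 (p = 0.4264), with a rho of -0.2353 (p = 0.3791). Within the deeper libraries r was -0.1935 (p = 0.4701) and within the shallower ones -0.2034 (p = 0.4535), so the sign was the same in both sets, but neither passed the test with 16 lines. The partial correlation given the log2 total count was -0.219 (p = 0.2279). No positive relation between the amount of Adar transcript and editing was seen in any version.

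**Figure D5:**
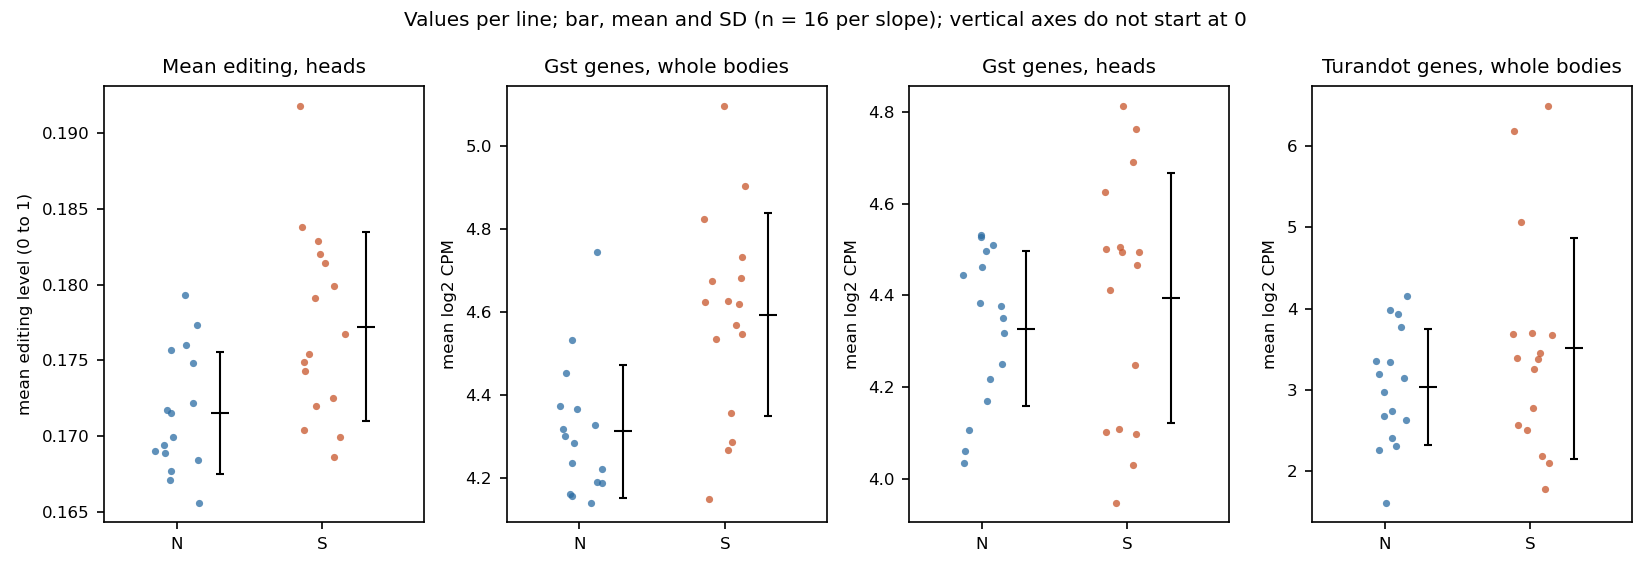
Values per line by slope, with the mean and SD of 16 lines: mean editing level in heads, mean log2 CPM of Gst genes in whole bodies and in heads, and mean log2 CPM of Turandot genes in whole bodies. The slopes overlap in every panel, and the SFS averages are higher in each, at 0.1772 against 0.1715, 4.593 against 4.313, 4.394 against 4.327, and 3.512 against 3.03.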

Values the study reported

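The study compared clusters of north-facing lines, defined from genome sequences, with the 16 south-facing lines. For the cluster called NFS1, with 8 lines, it reported 515 differentially expressed genes in whole bodies and 449 in heads against the SFS. For the cluster called NFS2, with 5 lines, the corresponding numbers were 612 and 599. TotX was described as over 10 times more expressed in whole SFS flies than in NFS1 flies. From the RNA-seq of heads, the differentially edited sites numbered 9 for NFS1 and 13 for NFS2, each set against the SFS.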

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

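47 genes were flagged because their slope difference was not the same in heads and whole bodies by a test of the interaction itself. The 6 named genes among them, with their whole-body minus head differences on the log2 scale, were hiro (4.151), Tengl1 (6.408), Tengl3 (6.599), CG14314 (-1.074), SdhAL (-1.415) and Hsc70-2 (-4.591). This fit did not use the pairing of heads and whole bodies by line, which holds in the values. With the fly line as a block 11 genes passed, and of the named genes hiro, SdhAL and CG14314 did (edgeR adjusted p = 0.01699, 0.01699 and 0.01949), while Tengl1, Tengl3 and Hsc70-2 did not (0.05397, 0.05397 and 0.16). The tests below concern the fit without the block, so for the last 3 genes they weigh a difference that rests on that choice. Drawing other groupings of the samples, 1 of 100 splits gave as many genes, the real grouping itself, and the largest number from any other was 17. Such splits spread related lines over both groups, so they cannot rule out relatedness of lines as a source. The comparisons, the rule for naming genes and the processing choices were fixed before the processed files arrived, apart from those said to be chosen after seeing the data. Predictions for the explanations below were written before each test was seen, except where stated.

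For the set of 47 genes, technical explanations were tested one by one. With the log2 total count as a covariate 50 genes passed, and with the log2 share of mt:lrRNA, the gene with the most counts in nearly every whole-body sample, 82 passed, so neither library size nor that transcript removed the result. Of the 47 genes, 41 kept their direction in separate fits of the deeper and the shallower head libraries. In these fits 15 and 35 genes passed, of which 11 and 25 belonged to the 47. Both fits used all whole bodies, and the 47 genes had been chosen with both sets of heads. Agreement in direction was therefore partly built in, and it cannot decide on a batch cause. The exon length of these genes did not differ from that of other genes (permutation p = 0.2306). Each head sample was compared with the whole-body samples of its own slope only. Of the 32 head samples, 24 had their highest correlation with the whole-body sample of their own line. The limit for suspecting swapped labels had been set at 75%, so this test was met exactly at its limit. It could not match a head to a line of the other slope. Without the head sample of N10, which held accessory gland transcripts, 38 genes passed, 36 of them from the main set, a prediction made only after that sample had been seen. Genes with a neighbour of the same family within 10 kb were more frequent in the set, 6 of 47 against 4.8% of other genes (Fisher's exact p = 0.02499). Reads shared between such neighbours cannot be seen in gene counts, so for these 6 genes the pattern cannot be told apart from that explanation. The remaining genes have no such neighbour, and sharing with more distant relatives was not tested.

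Tengl1 and Tengl3 were present in the heads of 8 NFS lines. These transcripts might come from testis RNA in the head samples, but the median head share of 24 testis markers relative to whole bodies was 0% at the highest in these samples, against the 10% that testis RNA would have required. A difference between sequencing batches would place all 8 heads in one depth set, and 3 of the 8 were in the deeper set. Sharing of reads between these neighbouring genes could give both the same profile. The ratio of Tengl3 to Tengl1 CPM was 0.75 to 0.90 in the heads and 0.88 to 1.36 in whole bodies, ranges that barely overlap, and this prediction was written after the result was seen, so sharing is not ruled out. Of genes of the same family, Tengl2 was at 25.6 to 49.1 CPM in the same 8 heads and at most 0.1 CPM in the other NFS heads. Tengl4 was at 0 CPM in these 8 heads. In whole bodies Tengl2 was at 23.1 to 34.0 CPM in these 8 lines and 6.6 to 10.3 CPM in the other NFS lines. These values do not separate shared reads from a variant. A strain variant was also tested. NFS lines that differed more at variant-like editing sites differed more in Tengl1 in heads (Mantel r = 0.6128, rho = 0.3638, p = 0.0002, adjusted p = 0.0002545 over 14 Mantel tests). The same 8 lines scored from 19.57 to 24.30 on the second whole-body component, and the other NFS lines scored -6.52 or less. The paper places N1, N9, N12 and N16, which are among the 8, in its NFS1 cluster. The pattern thus sets part of the NFS lines apart from the rest, rather than slope from slope. A candidate explanation is therefore a variant shared by related lines, either one that changes expression in heads or one that changes how reads map, and these data do not separate the alternatives.

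Hsc70-2 was raised in the heads of some SFS lines, at 33.7 CPM in S2 and 14.2 CPM in S8 and less elsewhere. RNA from testis in head samples is unlikely to be its source, since the median testis marker share in the heads with at least 10 CPM was 0%. A test of whether SFS lines that differ more at variant-like sites also differ more in Hsc70-2 did not pass (Mantel r = 0.1441, rho = 0.04796, p = 0.1542). That does not exclude a strain variant, because the 3 closest SFS pairs at these sites were each both raised or both not raised, with S10 and S6 at 8.9 and 9.2 CPM, S16 and S2 at 6.4 and 33.7 CPM, and S12 and S5 both at 0.1 CPM or less. This was seen after the test and was not itself tested. The highest heads, S2, S8, S6 and S10, were all in the shallower depth set, as were S3 and S14 at 0 CPM. In the deeper set S16 reached 6.4 CPM and S13 3.1 CPM. Neither a batch cause nor reads shared with related heat shock genes was tested, so the pattern remains unexplained. No single-gene test was run for hiro, CG14314 or SdhAL.

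The Gst slope difference was 0.2142 larger in whole bodies than in heads (standard error 0.08555, permutation p = 0.0181 with slope labels permuted over lines), a test of the difference between tissues itself. The low-count filter keeps different genes in each tissue and could produce this. Over the 27 genes kept in both tissues the difference was 0.1401 and no longer passed (p = 0.05868), so the filter remains an explanation. It had the same direction in lines with deeper head libraries, 0.2512 (exact permutation p = 0.07956), and shallower ones, 0.1773 (exact permutation p = 0.1382), without passing in either.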

How the results depend on the processing

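Of 12 headline results, 5 were unchanged under every alternative: the tissue comparison, the Gst difference in whole bodies, the Turandot difference, the spread among lines in heads, and the pooled relation of Adar to editing. By Pearson's r, the last was unchanged under the other choice of sites and the partial correlation only. Spearman's rho passed in the main version (-0.4219, permutation p = 0.01662) but not as a partial correlation (-0.3222, permutation p = 0.07317). In subsets of lines the relation did change, with r at -0.6942 (adjusted p = 0.02368) within the NFS against -0.3026 in all lines. The other 7 changed. Of 50 named genes and sites, 17 were unchanged and 33 changed under at least 1 alternative, in 78 cases by no longer passing and in 14 by reversing.

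DESeq2 gave 230 genes in heads, 106 in whole bodies and 114 for the interaction. A fit without the low-count filter gave 125 in heads, limma-voom 36, and limma-voom with sample weights 32. These tools estimate the spread of each gene differently, which may account for part of this. Requiring an absolute log2 fold change of at least 1 left 28 in heads and 17 in whole bodies. The line number as replicate block left 9 and 0, and the fly line as replicate block 11 for the interaction. The line numbers paired nothing, so that block mainly takes degrees of freedom from the fit. The fly line does pair heads with whole bodies, so 11 is the count that respects the pairing. Only the deeper head libraries gave 1 gene and only the shallower 0, with only 8 lines per slope, alternatives chosen after seeing the data. The depth set as a covariate left the count at 72, so the fall within subsets cannot be assigned to depth rather than to the number of lines.

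For editing sites, a coverage of at least 10 left 1 and of at least 20 left 0, since fewer lines and sites qualify. Leaving out sites with any line at 0.95 or more gave 0, and so did leaving out sites that run from 0.05 or less to 0.95 or more, which was chosen after seeing the data. Both filters remove 6 of the 8 sites by definition, and genomic variants could explain those 6. X 8818719 and 3L 9967837 are not removed by either filter. They no longer passed after adjustment over the remaining sites. Benjamini-Hochberg adjustment depends on how many other sites have small p-values. The passing of X 8818719 and 3L 9967837 in the main test therefore leaned on the removed sites. Limma with the replicate block gave 1, the deeper libraries 0 and the shallower 4. The difference in mean editing level was 0.004499 from summed reads, 0.002245 without the sites that run from 0.05 or less to 0.95 or more, and 0.005183 in the shallower libraries, and passed in none of these. Summed reads give deeper sites more weight, and whether a few such sites dominate was not tested.

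The Gst difference in heads was 0.2511 with the median over genes, 0.2311 in the shallower libraries and -0.09786 in the deeper ones. The negative value did not pass (exact permutation p = 0.3382), and every other setting gave a positive difference. The spread in whole bodies differed by 3.005 over the 1000 most variable genes, a set weighted to genes that differ between lines.

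The reversals among named genes were all of values that did not pass the test in the main fit. In heads, flfl was -0.0007168 with limma-voom, -0.004349 with sample weights, -0.0002617 with the depth set and -0.0003376 with the mt:lrRNA share as covariates, and -0.0135 in the shallower libraries. There TotX was -0.2037 and prom 0.03772, and prom was 0.00418 with the replicate block. In whole bodies, prom was -0.0135 with sample weights, -0.01754 with the replicate block, -0.000213 without the filter and -0.01275 with the mt:lrRNA share, Adar was 0.05425 with the mt:lrRNA share, and TotA was -0.0583 with sample weights.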

Other observations

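Other groupings of the samples were drawn for each test across genes or sites. Of 100 splits of the head samples, 1 gave as many genes as the slopes did, the real one, with at most 12 genes from any other. In whole bodies it was 1 of 100, with at most 2 genes. Swapping tissue labels gave as many genes as the real labels in 1 of 100 draws, with at most 9433 from any other. For editing sites it was 1 of 60, with at most 1 site. 100 splits of the editing sites took too long to run, so 60 were drawn. Random splits by slope spread related lines over both groups, so they cannot rule out relatedness of lines as a source of the slope counts.

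Variant-like sites, at which at least 1 line was at 0.05 or less and another at 0.95 or more, made up 6 of the 8 sites past the threshold and 11.6% of the other 3574 sites (Fisher's exact p = 5.72e-05). This prediction was made after the levels had been seen. The prominin site with the lower coordinate also met the rule, with 0 of 5 reads edited in N10 and 18 of 18 in S15. The paper shows with CRISPR mutants that editing there depends on a paired intron sequence. Real editing can therefore meet the rule at low coverage. Genomic A/G variants that differ in frequency between slopes are a candidate explanation for these 6 sites, and the files analysed here do not allow edited bases to be told apart from such variants. For X 8818719 and 3L 9967837, which do not have that profile, no explanation was tested.

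Differences between lines in expression followed differences at variant-like sites, which can include edited sites as well as variants. The Mantel r of whole-body expression distance with that distance was 0.6298 over all 32 lines (rho = 0.3376), 0.7946 within the NFS and 0.6677 within the SFS, each with p = 0.0001, the smallest that 10000 permutations can give. Whole-body rho was 0.7138 within the NFS and 0.2574 within the SFS. Among lines with deeper and shallower head libraries it was 0.5082 and 0.1393 (r = 0.6672 and 0.5564), so by ranks the relation was weak in some subsets. For head expression the Mantel r was 0.7094 over all lines, 0.8322 among lines with deeper and 0.8353 among lines with shallower head libraries, again at the smallest p. Adjusted over 14 Mantel tests these p-values were 0.00014. Some lines were much closer than others at these sites, with the nearest SFS pair at 0.1751 and the nearest NFS pair at 0.1969 against medians of 0.541 and 0.5072, while no NFS and SFS pair was closer than 0.4421. Some lines of one slope are therefore probably related. The paper likewise dropped lines of both slopes from its sweep analysis because they shared too much of the genome by descent. The 16 lines of a slope thus hold fewer than 16 independent genotypes, and the p-values for slope are likely too small. Distance in head expression was also related weakly to belonging to different depth sets (Mantel r = 0.1214, p = 0.006099), in line with a difference between sequencing batches.

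The first whole-body principal component, which did not separate the slopes, followed the log2 share of counts taken by mt:lrRNA, a mitochondrial ribosomal RNA. Pearson's r was 0.8214 (rho = 0.7885, each with permutation p = 1e-05, the smallest possible), 0.838 within the NFS, 0.8052 within the SFS, and 0.7939 without the 2 lines farthest from the median. The share ran from 1.80% in S10 (Wilson 95% interval 1.792 to 1.813) to 11.04% in S14 (11.016 to 11.064). The intervals cover the counting of reads only, not variation between libraries. The relation to the log2 total count was weaker, with r = 0.2984 (p = 0.09717, rho = 0.3383). Over the 8 relations computed, the adjusted p-values of r over all lines were 4e-05 for mt:lrRNA and 0.1555 for the total count. The whole-body samples form no depth sets. The prediction for mt:lrRNA was made after the component had been seen. Uneven depletion of ribosomal RNA is a possible explanation, and a biological one was not tested.

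The head sample of N10 held transcripts of accessory gland genes. 16 of 20 marker genes were highest in N10 among the 32 heads, and across markers the head and whole-body CPM of N10 were correlated (Spearman rho = 0.6343, p = 0.0036). The median head share of the whole-body CPM was 2.239%, against at most 0.01725% in the other 31 heads, while that of testis markers was 0%. This is consistent with a small amount of abdominal tissue in the sample, a prediction made after the values were seen.

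72 genes differed between slopes in heads and 40 in whole bodies when all 16 NFS lines were compared with the SFS lines. These counts are lower than those of the study, which used DESeq2 and compared a cluster of NFS lines in place of all of them. With DESeq2 the counts here were 230 in heads and 106 in whole bodies, so part of the gap goes with the tool. The study also set apart NFS lines that it took to be probable migrants from the SFS. Those lines were counted as NFS here, and their share in the gap was not tested.

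8 sites were edited differently between all NFS and all SFS lines. That is lower than the number in the study for the NFS2 cluster and close to that for NFS1. The sites themselves differ, so the close counts are not agreement. The study removed sites with a genomic variant, and 6 of these 8 sites are variant-like. Of the 8, only X 8818719 is among the sites the study names, and there for NFS2.

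TotX expression in whole bodies was 2.53 times as high in the SFS as in the NFS. This is lower than the ratio the study gives for its NFS1 cluster.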
